A study of Mus musculus with 5 samples. Its data were reported in "Interleukin-11-expressing fibroblasts have a unique gene signature correlated with poor prognosis of colorectal cancer" (2021).

How the data were processed

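Gene expression in whole colon was measured on 5 single-colour Agilent SurePrint G3 mouse arrays, each hybridised with Cy3-labelled RNA of 1 mouse. Per the labels, 2 arrays held control mice and 3 held mice that had received NT-3N, an agonist of the IL-11 receptor, and whose colon was removed 3 hr after an intravenous injection. The methods of the study describe the agonist as a modified human IL-11. The labels give no vehicle injection for the control mice, so the injection itself and the agonist cannot be told apart. All 5 arrays lay on 1 slide with 1 scan time, so slide and scan could not separate the groups.

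The authors extracted spot values with Feature Extraction 11.0.1.1. The deposited scanner files give for every spot a background-subtracted and detrended intensity that had not been scaled between arrays, together with the intensity of the spot and its local background and flags for outliers, saturation and signal above background. The authors also deposited a table of log2 values for 37380 probes. The methods of the study name log-transformed, quantile-normalized processed signal. Set against the log2 processed signal of the scanner files before scaling between arrays, the deposited values had a correlation across probes of at least 0.9999 on each array. Such a correlation shows the signal used but cannot tell the kind of scaling. All 37380 probes were well above background on all 5 arrays. The deposited log2 table was used as an alternative only.

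Starting from the scanner files, control spots and spots flagged as outliers were left out, which removed between 69 and 184 of 59305 noncontrol spots per array. The processed signal was log2-transformed, spots of 1 probe were averaged and the arrays were quantile-normalized. A probe was kept where it was well above background on at least 2 of the 5 arrays, and had a value on both control arrays and on at least 2 NT-3N arrays. The scanner files name probes by accession. Accessions without their version were matched to gene symbols in a RefSeq table of assembly GRCm38.p6, which named 32994 of 56605 probes, and the others kept the name in the file. The array design in the file headers refers to another build, so no coordinates are given. A gene with several probes was represented by its brightest probe. This left 32917 features, of which 17942 had a symbol.

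The groups were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with an intensity trend, two-sided, with Benjamini-Hochberg adjustment over all features. The methods of the study name a local-pooled-error test with a fold change; limma was used because it pools the spread over features in a similar way and gives adjusted p-values, and a local-pooled-error test written after its published description was run as an alternative. The thresholds were an adjusted p under 0.05 and, separately, an unadjusted p under 0.05 with a change of at least 2-fold. Gene lists were tested with limma's camera at a preset correlation of 0.01, with adjustment over 4 primary lists and separately over 12 lists of cell type markers and tissue states. The 5 arrays allow 10 splits into 2 and 3, so an exact two-sided permutation test of a single gene cannot go below p = 0.1. The number of arrays limits the precision of every value.

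The groups, tests, thresholds, gene lists and the rule for naming genes were fixed before the data were examined, after the study had been read. Genes were named where they had an adjusted p under 0.05, lay well above background on all 5 arrays and showed no overlap between the arrays of the groups; the 10 with the largest rise and the 5 with the largest fall are given. Of the genes that were well above background on every array of 1 group and on none of the other, and had an unadjusted p under 0.05, the 3 with the largest bound in each direction are given. The bound sets the mean of the brighter group against the mean, in the other group, of the higher of the probe's own signal and the lowest signal among probes well above background on that array. A probe that is not well above background can still lie above that lowest signal. Lrrc14b did so in NT-3N replicate 1, at 3.85 against 3.69 on the log2 scale. A fold given as a bound thus rests on this floor and is not a strict limit. The fibroblast list holds 18 of the genes that the text of the study names as elevated in IL-11+ fibroblasts in other samples; Inhba, which appears there in another spelling, was not on it.

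Alternatives covered scaling, background correction, the deposited log2 values, the filter on dim probes, the variance model, array weights, the replicate number as a block, leaving out each array, the rule for several probes, the test and the set test. The planned normexp correction on the mean spot signal was run on the median spot signal in its place, and a run on features with a symbol was added, both chosen after seeing the data.

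The tests were checked on simulated data for Control against NT-3N, with 32910 features, 5 runs and 200 changed features in each; the spreads were drawn from the prior that limma fitted to these arrays, so the simulation favours limma. limma recovered 71.2% of 4-fold and 32.6% of 2-fold changes, and 5.29% of its calls were false. The local-pooled-error test recovered 79.6% and 41.6%, and 55.8% of its calls were false. Of unchanged sets, 3.4% had a camera p under 0.05. The simulated features varied independently and the sets were drawn at random. This share therefore says nothing on the error of camera for lists of genes that are expressed together.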

Results

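To ask which genes respond to IL-11 receptor signalling in the colon, whole-colon RNA of 3 mice that had received the IL-11 receptor agonist NT-3N was compared with that of 2 control mice. IL-11 is a cytokine that signals through its own receptor chain and the shared subunit gp130. Between 70.6% and 73.1% of the 56605 probes were well above background on an array, and no spot was saturated. The median processed signal lay between 92.3 and 115.8. Across features, which are not independent replicates, correlations between arrays ranged from 0.980 between Control replicate 1 and NT-3N replicate 3 to 0.992 between NT-3N replicates 2 and 3. The controls correlated at 0.984, below the values of Control replicate 2 with each NT-3N array, so the group was not the main difference between arrays.

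At an adjusted p under 0.05 in limma, 47 of 32917 features differed between NT-3N and Control, with 41 higher and 6 lower. Of these, 44 had a gene symbol. All 47 showed no overlap between the groups' arrays, as did 28.4% of all features, where chance gives 20%. At an unadjusted p under 0.05, 1629 features were higher and 1538 lower, against 1646 expected by chance in both directions. The number of calls rested on single arrays. Without NT-3N replicate 3 limma called 0 features, with 2368 at an unadjusted p under 0.05, and without NT-3N replicate 2 it called 1. It called 84 without NT-3N replicate 1, 116 without Control replicate 2 and 31 without Control replicate 1, with 43, 23 and 16 of the 47 among them. Of the alternatives on all 5 arrays, the local-pooled-error test raised the count most, to 348, of which 39 were among the 47.

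The largest rise by the naming rule was that of Serpina3n, with a log2 signal of 7.34 ± 0.030 (SD, n = 2) in Control and 10.67 ± 0.15 (SD, n = 3) in NT-3N. Its log2 fold change was 3.33 with a standard error of 0.12 and a limma adjusted p of 0.0027. Socs3, a feedback inhibitor of cytokine signalling, went from 10.37 ± 0.37 (SD, n = 2) to 13.08 ± 0.18 (SD, n = 3), with a log2 fold change of 2.71 and an adjusted p of 0.0087 in limma. Il33 rose by 2.61 on the log2 scale and Osmr, which encodes a receptor subunit for oncostatin M, by 2.09, each with an adjusted p of 0.0057. The other rises by this rule were those of Krtap11-1 with a log2 fold change of 3.18, Slc10a6 with 2.20, Gem with 2.14, Lrg1 with 2.11, Dnah17 with 2.09 and Ch25h with 2.05. The size of some depended on the processing. Over all alternatives the lowest log2 fold change was 1.68 for Krtap11-1, 1.34 for Slc10a6 and 1.14 for Dnah17. For the remaining rises by this rule it was 1.76 or more. Has1, named after its values were seen, was also called and higher, but it was well above background on 1 of 2 control arrays, so it fell outside the rule and no fold is given.

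Among the falls, Gas1 went from 8.53 ± 0.15 (SD, n = 2) to 6.46 ± 0.058 (SD, n = 3), a log2 fold change of -2.07 with a limma adjusted p of 0.0087. The log2 fold change was -1.13 for Adam33, -0.96 for Adcy5, -0.95 for Carmn and -0.87 for Ckb, with adjusted p between 0.024 and 0.048. Further probes were tested for 15 of the called genes. Of these 19 probes 17 moved in the same direction; Ikzf4 had further probes that moved the other way.

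**Figure D1:**
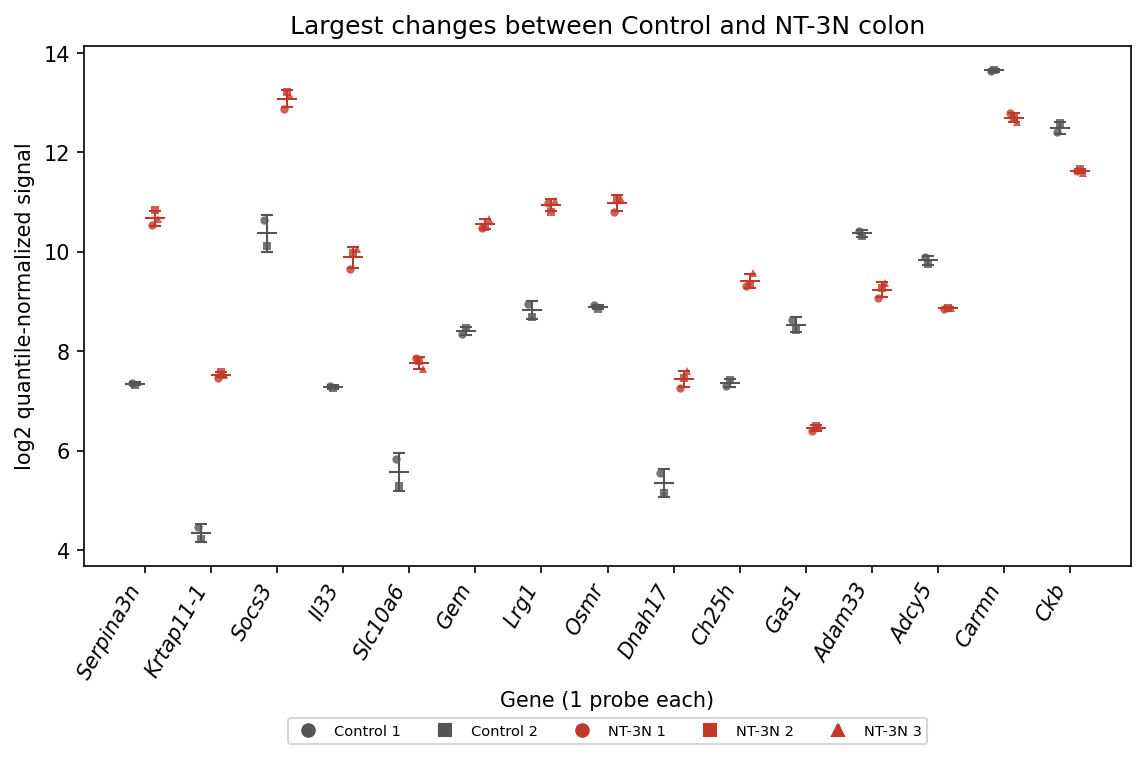
Log2 quantile-normalized signal (y axis) of the 10 genes with the largest rise and the 5 with the largest fall by the naming rule (x axis), with a point per array, the group mean as a horizontal line and the SD as the error bar (n = 2 Control, n = 3 NT-3N). The groups' arrays did not overlap for any gene shown, and Serpina3n went from a mean of 7.34 to 10.67.

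Some genes were well above background in 1 group only, and none of those given passed an adjusted p of 0.05 in limma, although S100a9 passed in 3 of 15 alternatives and Tgm1 and Hamp in 1 of 15 each. The folds given here are bounds and not strict limits. By its bound S100a9 was at least 13.9-fold higher in NT-3N, and 8.46-fold without NT-3N replicate 1. Tgm1 was at least 4.1-fold higher and Hamp at least 3.95-fold. Adamts16 was at least 2.33-fold lower, Lrrc14b at least 2.12-fold and Gm36279 at least 1.97-fold.

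At an unadjusted p under 0.05 and a change of at least 2-fold, 261 features were higher and 168 lower in NT-3N. With normexp background correction these counts were 85 and 36, and the higher count was 414 without Control replicate 1 and 421 without Control replicate 2, and the lower count 283 without NT-3N replicate 1. The actual groups gave the most such features of the 10 splits of the arrays, 429. The other 9 gave between 111 and 398, the latter with NT-3N replicates 2 and 3 set against the other arrays.

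The study asked whether the agonist raises genes enriched in IL-11+ fibroblasts. Of a list of 18 genes from those its text names for these cells, 17 were tested, with 12 higher and 5 lower. The list is a part of the genes enriched in these cells, so its test speaks for the listed genes and not for the whole set. Their median log2 fold change was 0.17 and their mean 0.42. The list was higher by camera (adjusted p = 0.000594), but not under fry (adjusted p = 0.068) or an estimated correlation (adjusted p = 0.22). Over all alternatives its adjusted p ranged from 0.000121 to 0.22. Over all features limma called 1 of them, Timp1, with a log2 fold change of 1.66. Adjusted over the list alone it called 5, which were Timp1, Mmp3 with a log2 fold change of 1.69, Cxcl5 with 1.22, Mmp13 with 0.83 and Hgf with 0.72. This count lay between 2 without Control replicate 1 and 8 without NT-3N replicate 1. Il11 itself had a log2 fold change of 0.14 and an adjusted p of 0.84, a difference within the spread of the arrays. Inhba, outside the list, had a log2 fold change of 0.087 and an adjusted p of 0.95, and was lower without NT-3N replicate 2 or 3; it was chosen after its values were seen.

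**Figure D2:**
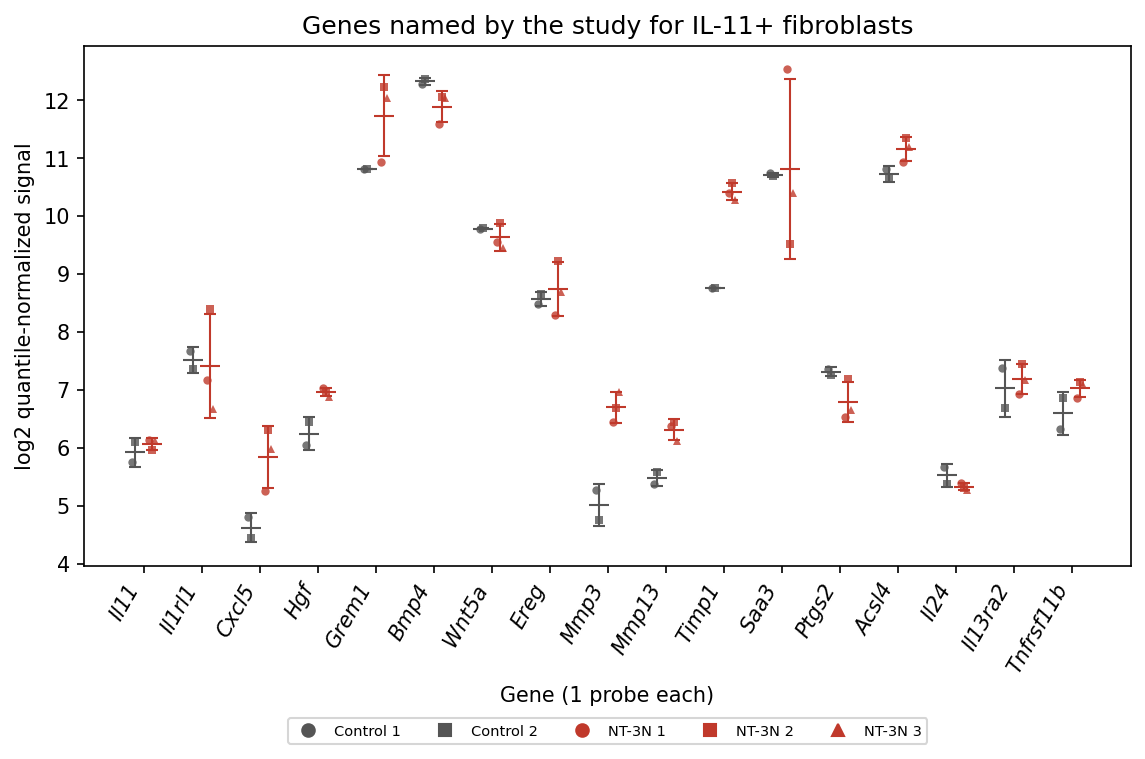
Log2 quantile-normalized signal (y axis) of the 17 tested genes of the IL-11+ fibroblast list (x axis), with a point per array, the group mean as a horizontal line and the SD as the error bar (n = 2 Control, n = 3 NT-3N). Timp1 was the only one called over all features, and Saa3 ranged from 9.51 to 12.5 among the NT-3N arrays.

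All 15 genes of a list of gp130-STAT3 response genes were higher, with a median log2 fold change of 0.74 (camera adjusted p = 2.89e-23). This call held under fry, with an adjusted p of 0.0012, and under an estimated correlation, with 0.031. Over all features limma called 6 of the 15, and adjusted over the list alone 12. Besides Serpina3n, Socs3 and Osmr, the 6 were Lbp with a log2 fold change of 1.80, Cebpd with 1.73 and Stat3 with 0.74. The others adjusted over the list alone were Icam1 with 1.08, Lcn2 with 1.03, Il1r1 with 0.66, Junb with 0.65, Cebpb with 0.64 and Pim1 with 0.54.

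The receptor genes did not pass as a list (camera adjusted p = 0.84), with 2 higher and 2 lower, and the direction of the test turned without NT-3N replicate 2 or a filter on dim probes. Adjusted over the list alone, limma called Il6st, which encodes gp130, with a log2 fold change of 0.80, and Il6ra with -0.35. Over all features it called 0 of the 4, with 2 at an unadjusted p under 0.05. Il11ra1 had a log2 fold change of -0.20, which was called over neither. The proliferation and survival genes had a median log2 fold change of 0.15 (camera adjusted p = 0.079), a result that passed 0.05 with 75th percentile scaling (0.039), without Control replicate 2 (0.0038) and without NT-3N replicate 3 (0.042), in a range up to 0.74 over all alternatives. Only Myc was called over this list alone, with a log2 fold change of 0.80.

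Whole colon is a mixture of tissues, so 12 lists of cell type markers and tissue states were tested. By camera 5 were higher in NT-3N and 2 lower, and none passed under fry or an estimated correlation, where 2 and 1 of the 12 respectively had an unadjusted p under 0.05. The higher lists were B cell and follicle markers (median log2 fold change 0.88, camera adjusted p = 0.0024), neutrophil markers (1.17 with genes at their bound, 0.014), erythroid markers (0.39, 0.0013), immediate early genes (0.21, 0.0036) and NF-kB and endotoxin response genes (0.51, 0.00016). For the neutrophil list camera used the signals of S100a8 and S100a9 themselves, not their bounds. Neither was well above background in the controls, so this test rests partly on control signals below detection. The lower lists were smooth muscle markers (-0.30, 2.0e-06) and interferon response genes (-1.75, 0.00016). Adjusted p was 0.25 for T cell, fat and circadian clock genes, 0.15 for enteric neuron and glia markers and 0.85 for epithelial markers. The epithelial median of -0.028 and mean of 0.024 differed in sign. The epithelial test was higher here and lower under 75th percentile or median scaling. Camera tests for 1 direction, so it cannot show a change in clock genes, of which 8 were higher and 5 lower. Of these 13, 8 had an unadjusted p under 0.05 in limma and 0 passed adjusted over the list alone. The B cell result rested on Control replicate 2, and without it the list was lower, with an adjusted p of 0.47. Neutrophil markers did not pass without Control replicate 1 (0.064) or NT-3N replicate 1 (0.075).

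**Figure D3:**
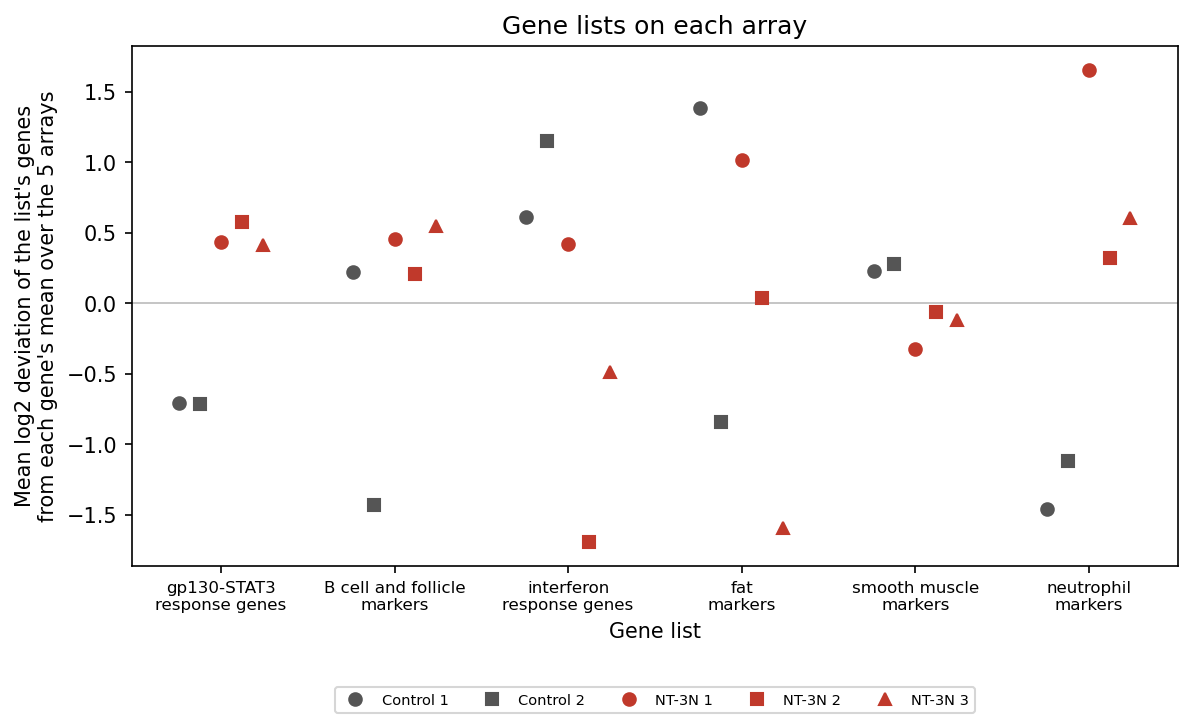
Mean log2 deviation of a list's genes from each gene's mean over the 5 arrays (y axis) for 6 gene lists (x axis), with a point per array. The gp130-STAT3 list lay at -0.71 and -0.72 in the controls and between 0.42 and 0.58 in NT-3N, while B cell markers lay at -1.43 in Control replicate 2 alone, and S100a8 and S100a9 of the neutrophil list were not well above background in the controls.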

Values the study reported

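The study injected 3 mice with the agonist and took the colon 3 h later. It described the agonist as having 10 fold higher activity than the original cytokine.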

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

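The normexp correction on spot medians and the run on features with a symbol were chosen after seeing the data; the other alternatives were planned. The planned slide and scan block was not run, since there was 1 slide and 1 scan time, and camera takes no robust variance. With 1 control left out, the lone control is assumed to vary like the NT-3N arrays.

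The 41 higher and 6 lower calls of limma depended on many choices. With 75th percentile or median scaling and with normexp all 47 features kept their sign; leaving out 1 array says nothing on the sign, since their groups did not overlap. Fewer calls came without a filter on dim probes (2 higher, 0 lower) and without the intensity trend (2 higher, 0 lower), with 3941 and 3075 features at an unadjusted p under 0.05. More came with array quality weights (140 higher, 60 lower) and the local-pooled-error test (192 higher, 156 lower, 39 of the 47 among them). The lower calls numbered 11 with the deposited log2 values and with symbols only, 13 with probes above background on all arrays, 15 with robust variance and 12 genes with every probe tested. Without each array in turn the higher calls ranged from 0 to 112 and the lower from 0 to 16; the 112 came without Control replicate 2, where 23 of the 47 were called. The cause was not tested.

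At an unadjusted p under 0.05 and 2-fold, the 261 higher and 168 lower features became 85 and 36 with normexp, whose offset compresses dim signals, 173 and 83 with the deposited values, and 171 and 82 with probes above background on all arrays, where fewer dim probes are tested. The lower count was 329 with no filter and 87 with symbols only, where the features tested differ. Without each array in turn the higher count ranged from 230 to 421, the latter without Control replicate 2, and the lower from 168 to 283, the latter without NT-3N replicate 1.

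The replicate numbers do not pair the mice: deviations from the group means correlated at 0.13 for replicate 1 and 0.036 for replicate 2, over 2 pairs. Replicate 3 exists only in NT-3N, so a fit with the replicate block takes the group difference from the other arrays alone. It is close to the run without NT-3N replicate 3 and not a separate check. The log2 fold change of Tnf, for example, was 0.091 in both. With the replicate block limma called 0 higher and 0 lower features, with 2488 at an unadjusted p under 0.05. Under this block the proliferation list passed (adjusted p = 0.044), enteric neuron and glia markers passed (0.0084) and fat markers turned higher (0.78), while members adjusted over the list alone numbered 2 for the fibroblast list, 1 for receptors and 0 for proliferation.

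The gp130-STAT3 list kept its direction and call in every alternative run, with adjusted p from 1.17e-25 to 0.031. The fibroblast list lost its call under fry (0.068) and an estimated correlation (0.22), in a range from 0.000121 to 0.22. Proliferation genes passed with 75th percentile (0.039) and median scaling (0.046), and ranged from 0.0038 without Control replicate 2 to 0.74 without Control replicate 1, passing also without NT-3N replicate 3 (0.042). Receptor genes turned lower with no filter (0.95), and ranged from 0.32 to 0.91 without each array, turning lower at 0.83 without NT-3N replicate 2. Members adjusted over the list alone were 2 of the fibroblast list with no filter, 1 receptor with median scaling or the mean of probes, and 0 proliferation genes without the trend or with the mean of probes. Without each array they ranged from 2 to 8 for the fibroblast list, 1 to 3 for receptors and 0 to 1 for proliferation.

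Of the 12 further lists, 0 higher and 0 lower passed under fry or an estimated correlation. Under fry, adjusted p was 0.38 for B cell, interferon and immediate early genes, 0.23 for smooth muscle, 0.28 for neutrophil and NF-kB genes and 0.26 for erythroid markers. Under an estimated correlation it was 0.40 for smooth muscle and NF-kB genes and 0.45 for the other 5. Epithelial markers, never past the threshold, turned lower with 75th percentile (0.88) and median scaling (0.94), no filter (0.97), the mean of probes (0.98) and fry (0.98). Neutrophil markers lost their call with array weights (0.068), and enteric markers passed with the mean of probes (0.047). Without each array in turn, adjusted p ranged from 1.37e-18 to 0.47 for B cell, 0.020 to 0.75 for T cell, 0.18 to 0.94 for epithelial, 0.023 to 0.48 for enteric, 0.0050 to 0.78 for fat, 0.0020 to 0.075 for neutrophil and 0.0020 to 0.66 for clock genes. T cell and clock genes passed without Control replicate 1, enteric markers without NT-3N replicate 3, and fat markers without Control replicate 2 or NT-3N replicate 1 (0.026). Neutrophil markers lost their call without Control replicate 1 (0.064) or NT-3N replicate 1, and have no value with the deposited values or with probes above background on all arrays. The cause of these changes was not tested. Reversals among these were B cell (0.47), T cell (0.75) and epithelial markers (0.65) without Control replicate 2, fat without Control replicate 1 (0.33) or NT-3N replicate 3 (0.78), and epithelial without NT-3N replicate 1 (0.68) or 2 (0.94).

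Single genes were followed through 17 alternatives for 55 genes, and 30 combinations have no value. Of these genes 20 were called, and none of the 20 changed sign, which for the left-out arrays follows from the lack of overlap. Calls were lost by 19 genes with no filter, 18 without the trend, 20 with the block, 19 and 20 without NT-3N replicates 2 and 3, 9 and 7 without Control replicates 1 and 2, and by at most 3 under each of the others. Calls were gained by 8 genes with array weights, 3 without NT-3N replicate 1, 2 with median scaling and without either control, and 1 with normexp, with symbols only and with probes above background on all arrays. Ms4a1 gained a call most often, in 7 of the 17 alternatives, with adjusted p from 0.0013 to 0.53 over all of them. S100a9 gained one with median scaling (0.041), array weights (0.016) and without NT-3N replicate 1 (0.018), in a range up to 0.49. Of the genes not called 7 changed sign. With the replicate block the log2 fold change was 0.091 for Tnf, 0.92 for Adipoq and -0.030 for Inhba, with array weights -0.045 for Nfkbia and -0.63 for Saa3, and with normexp 0.018 for Tnf. Without each array in turn it ranged from -0.036 (without Control replicate 1) to 0.31 for Il11, -0.22 (without Control replicate 1) to 1.22 for Mmp8, the latter against a control not well above background and so no measured fold, -0.23 to 0.091 for Tnf, -0.12 to 0.12 for Nfkbia, -2.38 to 1.67 for Adipoq, -0.76 (without NT-3N replicate 1) to 0.75 for Saa3 and -0.15 (without NT-3N replicate 2) to 0.45 for Inhba. Tnf was higher without Control replicate 2, NT-3N replicate 2 or NT-3N replicate 3, Nfkbia lower without Control replicate 2 or NT-3N replicate 1, Adipoq higher without Control replicate 1 or NT-3N replicate 3, and Inhba lower without NT-3N replicate 3 too. Signal over background limits the dim genes: S100a9, Tgm1 and Hamp have bounds only.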

Other observations

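The tests on further follicle genes and on further clock-driven genes were written before those genes were looked at; the tests on the splits, Ms4a1, S100a9, interferon genes, and Il6 and Cxcl1 were chosen after the result was seen.

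limma was refitted on all 10 splits of the 5 arrays into 2 and 3, and 1 of the 10, the actual groups, gave 47 calls or more; the other splits gave 0 calls each. The share cannot fall below 1 of 10 with these arrays, so the test cannot exclude chance for this count. At an unadjusted p under 0.05 the actual groups gave 3167 features and the other splits between 449 and 3964, the latter with NT-3N replicates 2 and 3 set against the rest, a split that keeps both controls together and so carries part of the actual contrast.

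B cell and follicle markers were higher in NT-3N as a list, but the list's mean deviation was 0.22 in Control replicate 1, near the NT-3N arrays at 0.20 to 0.55, and -1.43 in Control replicate 2, on the log2 scale. A candidate explanation is that the piece of colon of Control replicate 2 held fewer follicles. It predicts that further follicle genes lie lower in that mouse, and all 10 of them did, with a mean difference between the controls of -1.81. Their mean in NT-3N differed from Control replicate 1 by -0.15. These genes are expressed together, so the test says that B cell transcripts were fewer, not why, and a difference between the mice stays open. Ms4a1 was out of step. Its limma adjusted p was 0.059, and it passed in 7 of 17 alternatives, among them without Control replicate 1 (0.040) and without Control replicate 2 (0.0013), in a range up to 0.53. It was low in both controls, 4.44 below the NT-3N mean on the log2 scale in Control replicate 1 and 2.87 below it in Control replicate 2. Fewer follicles in Control replicate 2 would leave the lower value of Control replicate 1 unexplained. That value rests on 1 probe of 1 array, so a faulty spot there and a difference shared by both controls cannot be told apart.

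Circadian clock genes moved both ways. Control replicate 2 was low for Dbp, at 12.5 against 14.04 in Control replicate 1, and high for Arntl, at 9.36 against 8.84. A different time of day for this mouse may explain it. The further clock-driven genes Usp2, Wee1, Bhlhe41 and Nfil3 all moved between the controls as predicted, with a signed mean of -0.63 and a percentile of 1.15 among 10000 random sets of like signal. In 3 of the 4, though, the NT-3N mean lay nearer to Control replicate 2, which the explanation does not predict. The mean of the listed genes that move with Dbp minus that of those that move with Arntl was 1.37 in Control replicate 2, 2.68 in Control replicate 1 and between 2.75 and 3.19 in NT-3N, which sets Control replicate 2 apart. The pattern was first seen in these listed genes, though, and the further genes do not place NT-3N with Control replicate 1, so the explanation stays open. No collection times were used here.

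S100a8 and S100a9 were higher in NT-3N, with a bound of 3.61-fold for S100a8. Blood left in the tissue may raise both genes and, if its makeup was the same in both groups, would raise haemoglobin alike. By its bound S100a9 rose by at least 3.79 on the log2 scale, or 3.08 without NT-3N replicate 1, and Hba-a1 by 0.40. All 4 tested erythroid markers were higher. These values argue against more blood of the same makeup as the whole cause. They do not speak on blood that held more neutrophils. The other tested neutrophil markers do not say whether neutrophils were more numerous. Csf3r had a log2 fold change of -0.16, but its control mean of 16.2 would hide a small influx, and Mmp8 was well above background on 1 of 2 control arrays, so no fold is given. More neutrophils, an effect of the agonist on these genes and one of the injection remain open and were not tested.

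Interferon response genes were lower in NT-3N, with a mean log2 difference of -1.47. The list's mean ranged over 2.11 among the NT-3N arrays, more than the group difference. It lay at 12.81, 10.69 and 11.90 in NT-3N replicates 1, 2 and 3, all below the 13.0 and 13.54 of the controls. By camera the list stayed lower and past the threshold without any 1 array, with adjusted p from 1.51e-06 to 0.0050, but it did not pass under fry (0.38) or an estimated correlation (0.45). An effect shared by all NT-3N mice and a difference between single mice cannot be told apart with 3 mice.

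Il6 was well above background on 2 of 3 NT-3N arrays and on no control array. Cxcl1 was well above background on all 3 NT-3N arrays, at 5.90 to 6.996 on the log2 scale, and on 1 of 2 control arrays, at 3.91. Neither passed an adjusted p of 0.05 in limma, although Il6 passed in 2 of 13 alternatives and Cxcl1 in 1 of 15. Endotoxin or handling at the injection could raise both. The other 8 tested members of that list had a median log2 fold change of 0.39, but Tnf stood at -0.023 and Nfkbia at 0.0031. With no injected control the agonist and the injection cannot be told apart.

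Fat markers varied across arrays regardless of group. Adipoq stood at 9.26 and 5.21 in the controls and at 8.76, 7.55 and 4.32 in NT-3N replicates 1, 2 and 3. No biological explanation was tested.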
